# Deficiency in class III PI3-kinase confers postnatal lethality with IBD-like features in zebrafish

**DOI:** 10.1038/s41467-018-05105-8

**Published:** 2018-07-06

**Authors:** Shaoyang Zhao, Jianhong Xia, Xiuhua Wu, Leilei Zhang, Pengtao Wang, Haiyun Wang, Heying Li, Xiaoshan Wang, Yan Chen, Jean Agnetti, Yinxiong Li, Duanqing Pei, Xiaodong Shu

## Abstract

The class III PI3-kinase (PIK3C3) is an enzyme responsible for the generation of phosphatidylinositol 3-phosphate (PI3P), a critical component of vesicular membrane. Here, we report that PIK3C3 deficiency in zebrafish results in intestinal injury and inflammation. In *pik3c3* mutants, gut tube forms but fails to be maintained. Gene expression analysis reveals that barrier-function-related inflammatory bowel disease (IBD) susceptibility genes (*e-cadherin*, *hnf4a*, *ttc7a*) are suppressed, while inflammatory response genes are stimulated in the mutants. Histological analysis shows neutrophil infiltration into mutant intestinal epithelium and the clearance of gut microbiota. Yet, gut microorganisms appear dispensable as mutants cultured under germ-free condition have similar intestinal defects. Mechanistically, we show that PIK3C3 deficiency suppresses the formation of PI3P and disrupts the polarized distribution of cell-junction proteins in intestinal epithelial cells. These results not only reveal a role of PIK3C3 in gut homeostasis, but also provide a zebrafish IBD model.

## Abstract (web summary)

The functions of the class III PI3-kinase (PIK3C3) in gut homeostasis and innate immunity are poorly understood. Here the authors show that PIK3C3-deficient zebrafishes develop intestinal injury and inflammation due to mislocalization of cell junction proteins.

## Introduction

The integrity of intestinal epithelium is established and maintained by cell junctions between epithelial cells and it is essential for the barrier function against gut microbes. Loss of this integrity is a hallmark of inflammatory bowel disease (IBD), including Crohn’s disease (CD) and ulcerative colitis (UC)^1,2^. Genetic studies in animal models have identified genes involved in intestinal epithelial homeostasis. For example, intestinal specific knockout of adherens junction protein E-Cadherin (encoded by the *Cdh1* gene) in mice disrupts the barrier function of intestine and induces epithelial cell death and defective bacterial defensing^3,4^. Hnf4a (hepatocyte nuclear factor 4 alpha) is an epithelial transcription factor involved in the development of liver, intestine, and other tissues. Conditional knockout of this gene in the intestine of adult mice induces down-regulation of the tight junction protein zonula occludens 1 protein (ZO-1), cytoplasmic mis-localization of E-Cadherin and destabilization of epithelial cell–cell junctions^5^. Interestingly, both *CDH1* and *HNF4A* were identified as susceptibility loci in UC patients by genome-wide association studies (GWAS)^6^. Furthermore, disease-associated SNP that results in the cytoplasmic accumulation of E-Cadherin was reported in CD patients^7^. More recently, mutations in tetratricopeptide repeat domain-7A (TTC7A) gene were identified from patients of very early onset IBD (VEO-IBD) or multiple intestinal atresia (MIA), which result in reduced cell adhesion, elevated apoptosis, defective epithelial barrier and polarity^8,9^. In addition to barrier dysfunction, mucosal immunity and intestinal microbiota also play important roles in IBD. Among the 200+ independent genetic risk loci for IBD identified by GWAS^10,11^, there are loci that have nearby genes involved in bacterial sensing and autophagy, such as nucleotide-binding oligomerization domain containing 2 (NOD2), autophagy-related 16 like 1 (ATG16L1) and immunity-related GTPase M (IRGM) or inflammatory response, such as interleukin 23 receptor (IL23R), caspase recruitment domain family member 9 (CARD9), matrix metallopeptidase 9 (MMP9), tumor necrosis factor (TNF) and interleukin 1 beta (IL1B) and they are suggested to be causal genetic variants^12–14^. However, the functional relevance for most of the other loci and their associated candidate genes remains to be investigated.

Zebrafish have recently emerged as animal models for human diseases including IBD. The functions of many inflammatory response genes appear conserved between zebrafish and mammal. For example, NOD 1 and 2 are involved in bacterial sensing in mammals and mutation in NOD1 is associated with UC, while NOD2 defect is a high risk for CD. Suppression of these genes in zebrafish reduces the innate immunity against infection by *Salmonella enterica* and increases bacterial burden in infected embryos^15^. myeloid differentiation primary response 88 (MYD88) and IL1B also have similar function in innate immune response in zebrafish and mammals^16,17^. Thus, zebrafish could be used as a platform to evaluate the functional relevance of human GWAS loci. For example, macrophage stimulating 1 (MST1) is a GWAS candidate gene for IBD and disruption of this gene leads to spontaneous intestinal inflammation, increased susceptibility to epithelial damage and prolonged pro-inflammatory response in adult zebrafish^18^. Ubiquitin like with PHD and ring finger domains 1 (UHRF1) and DNA methyltransferase 1 (DNMT1) are regulators of DNA methylation and SNPs near these loci have been identified from IBD patients. Zebrafish *uhrf1* and *dnmt1* mutants show elevated TNFα expression, barrier dysfunction and chronic inflammation in gut^19^. In addition, unbiased genetic screen in zebrafish has identified novel genes involved in intestine function. For example, deficiency of CDP–diacylglycerol–inositol 3-phosphatidyltransferase (CDIPT), an enzyme responsible for the de novo synthesis of intracellular phosphatidylinositol (PI), induces ER stress, disrupted epithelial structure, and enhanced intestinal inflammation^20^.

PIK3C3 (also known as Vps34) is a class III phosphatidylinositol-3-kinase that catalyzes the production of phosphatidylinositol 3-phosphate (PI3P) from PI. Biochemical studies have identified two PIK3C3-containing protein complexes from mammalian cells. The complex I contains PIK3C3/PIK3R4/BECN1/ATG14 and it is involved in autophagy pathway. The complex II consists of PIK3C/PIK3R4/BECN1/UVRAG and it regulates endocytic trafficking^21^. Genetic studies in mice have revealed diverse in vivo functions of PIK3C3 in different tissues. For example, global knockout of PIK3C3 leads to gastrulation defects and early embryonic lethality^22^. Sensory neuron-specific deletion of PIK3C3 induces aggregation of ubiquitinated proteins, accumulation of large vacuoles and neuron degeneration, which is attributed to defect in the endo-lysosomal pathway^23^. Rod-specific ablation of PIK3C3 disrupts the light-induced PI3P production and endosomal trafficking, which leads to progressive degeneration of these cells^24^. Muscle-specific deletion of PIK3C3 induces muscular dystrophy with disrupted intracellular vesicular trafficking^25^. Podocyte-specific deletion of PIK3C3 induces podocyte degeneration and glomerulosclerosis, which also appears to be due to defective endo-lysosomal trafficking^26,27^. Gene ablation in T cells reveals that PIK3C3 regulates the recycling of IL-7Rα and survival of T lymphocytes, which appears autophagy-independent^28^. On the other hand, other studies indicate that the PIK3C3-regulated autophagy is required for the homeostasis of T cells^29,30^. Liver or heart specific deletion of PIK3C3 results in hepatomegaly or cardiomegaly and abnormal autophagy is at least partially responsible for these defects^31^. The potential functions of PI3KC3 in innate immunity or gut homeostasis and pathogenesis remain to be uncovered.

We report here that PIK3C3 deficiency in zebrafish suppresses PI3P synthesis in IECs, induces epithelial damage and pro-inflammatory response in the intestine. The inflammation still occurs in the absence of gut microorganisms and appears mediated by neutrophils. We propose that the zebrafish *pik3c3* mutant may serve as a disease model for mechanistic studies of epithelial damage-induced IBD and a platform for developing and evaluating potential therapeutic interventions.

## Results

### PIK3C3 deficiency results in digestive tract defects in zebrafish

To investigate the in vivo function of PIK3C3, we generated PIK3C3 knockout zebrafish lines using CRISPR/Cas9 technology (Supplementary Fig. 1a). We obtained *pik3c3* mutant lines with deletions (−19 bp in mutant allele 1 and −2 bp in mutant allele 2) in the exon 11 of *pik3c3* gene. qPCR analysis (with primer 23F/24R) indicates that the mutant RNAs are present at level similar to WT RNA (Supplementary Fig. 1b). No alternative splicing was detected by RT-PCR in the mutants (Supplementary Fig. 1c) and sequencing analysis of those PCR products confirmed the −19 bp and −2 bp deletion in mutant alleles. Both mutations induce frame-shift and generate premature stop in the accessory domain of PIK3C3 (PI3Ka, a domain suggested to be involved in substrate presentation). The truncated proteins contain the intact C2 domain (a domain involved in lipid binding and membrane targeting of PIK3C3), while miss the catalytic domain (PI3Kc) and are expected to be catalytically inactive (Supplementary Fig. 1a). Heterozygous embryos of these alleles grow normally into adulthood with the Mendelian ratio (Supplementary Fig. 1d) and are fertile. Homozygous mutants appear normal in the first week of development, however, they then gradually show curved body and collapsed gut tube (Fig. 1a), and all die by 10 days post fertilization (dpf) (Supplementary Fig. 1d). The mutant phenotype is stably passed through multiple generations and mutant allele 1 and 2 fail to complement with each other, suggesting the specificity of the mutant phenotype. To further analyze the morphological and functional defects of digestive tract in the mutants, we treated embryos with FITC-Dextran (for swallowing activity), PED6 (for lipid processing activity) or Enzchek (for protein processing activity)^32^. These activities appear normal in all embryos at 7 dpf, but they are severely compromised in mutants at 8 dpf (Fig. 1b, Supplementary Fig. 1e). We then performed histological analysis of the digestive tract. Hematoxylin–eosin (H&E) staining of cross sections indicates that the intestinal bulb and mid-intestine have developed normally in the mutants at 7 dpf. However, those structures appear collapsed at 8 dpf, indicating a failure of maintaining the integrity of intestinal epithelium (Fig. 1c). We further analyzed the structure of intestinal epithelial cells (IECs) by transmission electron microscope (TEM). The IECs are columnar and microvilli are formed while cell junction, such as adhesion belt is defective in mutants at 7 dpf (Fig. 1d). The defects become much severe at 8 dpf as microvilli are disrupted and adherens junctions become barely detectable at this stage (Fig. 1d). Together, these data suggest that PIK3C3 is required for the homeostasis of IECs and digestive function in zebrafish.

**Fig. 1:**
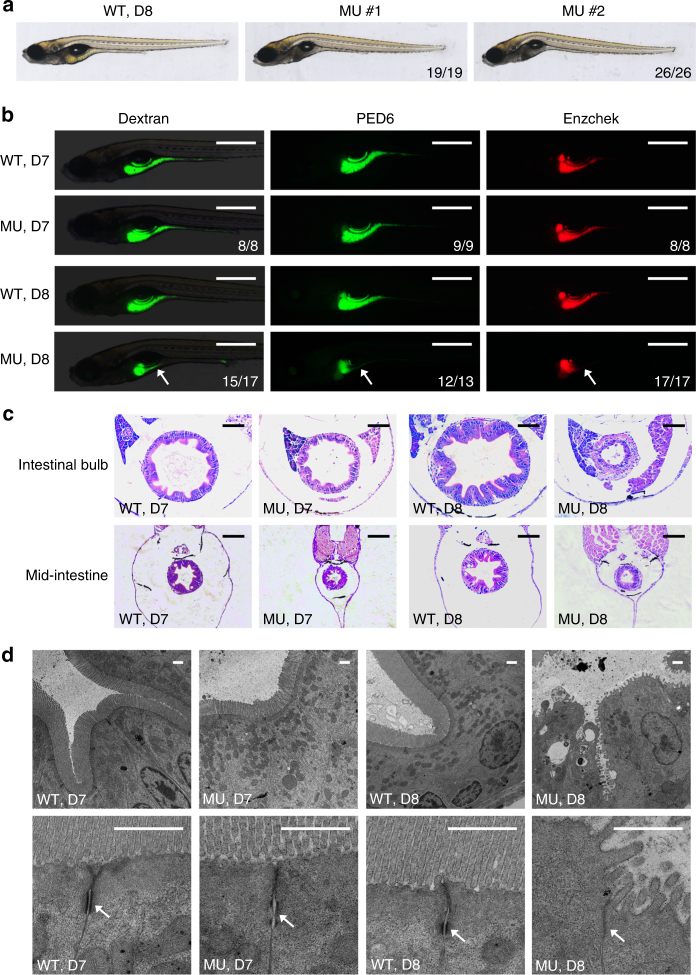
Intestinal defects in *pik3c3* mutants. **a** General morphology of WT and *pik3c3* mutants at 8 dpf. **b** In vivo imaging of zebrafish digestive organ with fluorescent reporters. FITC-labeled dextran is used to evaluate the nutrient uptake activity and the quenched fluorescent reporter PED6 or Enzchek is activated only after cleavage by intestinal phospholipase or protease. The digestive functions appear normal in mutants at 7 dpf while they become defective at 8 dpf. Scale bars, 500 µm. Numbers in (**a**, **b**) represent (embryos with the indicated phenotype)/(total embryos analyzed). **c** Hematoxylin–eosin staining of cross sections corresponding to the intestinal bulb or mid-intestine of embryos at 7–8 dpf. Typical intestinal folding is lost and cell shedding can be detected in *pik3c3* mutants at 8 dpf. Scale bars, 50 µm. **d** TEM analyses of IECs. Adherens junctions (arrow) are defective in mutants. Microvilli and cell junctions are severely disrupted in mutants at 8 dpf. Scale bars, 1 µm

### Gene expression changes in the PIK3C3 null embryos

To uncover PIK3C3 deficiency-induced molecular changes, we performed RNA-Seq analysis. 

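Total RNA of whole zebrafish embryos was sequenced from pik3c3 mutants, which lack the class III PI3-kinase, and from their siblings at 6, 7 and 8 days post fertilization (dpf). Each of the 6 conditions is 1 library made from the pooled RNA of 3 to 5 embryos, so no age has replicates and a difference between 2 libraries of one age has no replicate check. The authors counted reads per gene with RSEM 1.2.4 on the danRer10 genome, and the deposited values are RSEM's expected counts, TPM and FPKM for 28093 genes. RSEM shares a read that fits several genes among them, so genes with near-identical copies have uncertain values. The later EDASeq normalization that the paper describes is not part of these values. Genes are named only by Ensembl identifiers, and the genes named in the paper by symbol could not be looked up. In the siblings the expected counts summed to 7452394 at 6 dpf, 6089992 at 7 dpf and 8310514 at 8 dpf after rounding to whole numbers. The mutant libraries held 7221949, 6264701 and 6885164 counts at the same ages. Counts were normalized by edgeR's TMM method to CPM, the count scaled to a common library size, and 3 counts, taken as the detection limit, correspond to between 0.3573 and 0.5179 CPM. The 21123 genes with at least 10 counts in at least 1 library were kept. Fold changes of mutant against sibling were calculated at each age from log2 CPM with a prior count of 2, which draws the fold changes of genes with few counts toward 0. As the paper reports no test for the RNA-Seq data, edgeR's quasi-likelihood test was applied in a way that the design allows. The mutant-sibling difference at one age was tested against the spread of the differences at the other 2 ages, with age as a factor and Benjamini-Hochberg adjustment. A gene that already differs at 7 dpf adds to the spread in the 8 dpf test, which makes that test strict for changes that build up over several days. The choice of the normalization, the filter and the prior count all changed the number of genes called.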

Whole embryonic total RNA samples were prepared from sibling and mutant embryos at 6, 7, and 8 dpf and subjected to sequence with NextSeq 500. 

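At 8 dpf, 3259 of the 21123 genes were at least 2-fold lower in the mutant library than in the sibling library, 1177 of them at least 4-fold and 154 at least 16-fold. In edgeR's quasi-likelihood test against the 6 and 7 dpf differences, 1359 genes were lower at 8 dpf with an adjusted p-value under 0.05. Among these 1359 genes, the mutant library of 8 dpf had the lowest value of all 6 libraries for 1343. Their median log2 fold change was 0.05222 at 6 dpf, -0.3241 at 7 dpf and -2.334 at 8 dpf. Only 8 of them were at least 2-fold lower already at 6 dpf, and 124 were at 7 dpf. The test itself passes over genes that already differed at these ages. Of the 3259 genes chosen by fold change alone, 100 (3.068%) were at least 2-fold lower at 6 dpf, against 3.106% of all genes. At 7 dpf 384 (11.78%) were, against 4.384% of all genes. The 8 dpf mutant had the lowest value for 2908 of the 3259. At 7 dpf 79.91% of the 1359 genes were below the sibling, compared with 49.32% of all genes. At 6 dpf 43.05% were below, compared with 49.89% of all genes. The 154 genes lowered at least 16-fold took 3.849% of all counts in the 6 dpf sibling and 3.437% in the 6 dpf mutant. They took 3.405% in the 7 dpf sibling and 2.001% in the 7 dpf mutant. At 8 dpf, the age at which they were chosen, they took 3.748% in the sibling and 0.1129% in the mutant. Among the genes past the threshold with at least 50 counts at 8 dpf, ENSDARG00000102004 was lowered most at the prior count of 2. With a prior count of 0.5, ENSDARG00000099525 was lowered more (-10.56 against -10.07). ENSDARG00000102004 had 16000 counts in the sibling at 8 dpf and 12 in the mutant, or 2137 and 1.921 CPM. Its log2 fold change was -9.92 (95% interval from counting noise by the exact Clopper-Pearson method, -11.1 to -9.31, no replicates). The quasi-likelihood test gave this gene an adjusted p-value of 0.00895 and a fitted change of -10.1. The standard error of 0.889 for this gene was worked back from the fitted change and the test's F statistic, and was not estimated directly. At 6 dpf its log2 fold change was -0.432 and at 7 dpf -1.29. ENSDARG00000009612 fell from 1802 counts in the sibling to 2, below the limit of 3 counts, in the mutant at 8 dpf (log2 fold change -8.64, adjusted p = 0.00895), after 0.762 at 6 dpf and -0.736 at 7 dpf. ENSDARG00000099525 had 801 counts in the 8 dpf sibling and 0 in the mutant, where the limit of 3 counts is 0.4803 CPM. It was already reduced at 7 dpf, from 522 counts to 67, and its adjusted p-value of 0.0338 was the largest of the 5 genes. ENSDARG00000059227 (4991 counts in the sibling, 12 in the mutant) and ENSDARG00000006427 (8151 and 29) had log2 fold changes of -8.24 and -7.79 at 8 dpf and of -1.74 and -1.56 at 7 dpf. The 95% intervals from counting noise of these 5 genes lie below 0 at both 7 and 8 dpf. Leaving the 7 dpf pair out of the spread moved the number of lowered genes most, from 1359 to 2289. From a GO analysis of the RNA-Seq data, the paper reports that terms for the extracellular matrix, metabolic pathways and DNA replication are lowered in the mutants.

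**Figure D1:**
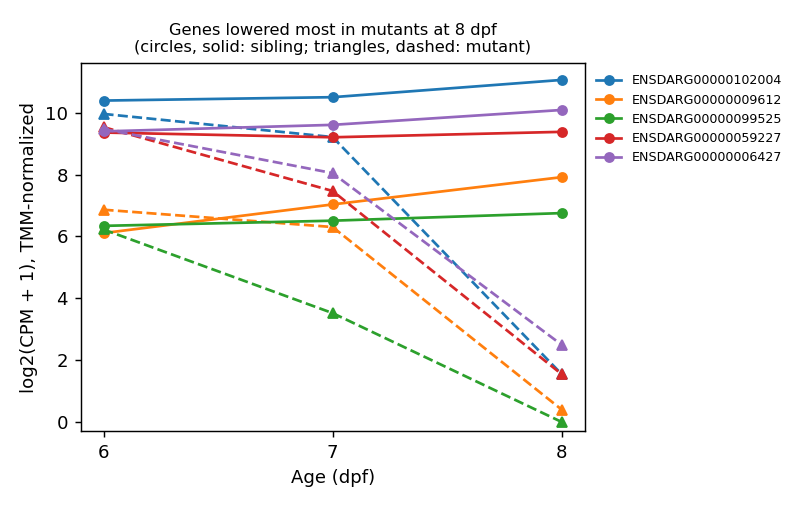
Log2(CPM + 1) of the 5 genes lowered most at 8 dpf, in siblings (circles, solid lines) and mutants (triangles, dashed lines) at 6, 7 and 8 dpf, with 1 library per point. The log2 fold changes of the 5 genes lie between -0.432 and 0.762 at 6 dpf. In each gene the mutant falls from 6 to 7 dpf and again to 8 dpf, while the sibling is higher at 8 dpf than at 6 dpf.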

Gene ontology (GO) analysis of RNA-Seq data revealed that cellular component related to extracellular matrix and biological processes related to DNA replication and metabolic pathways are down-regulated in the mutants (Fig. 2a and Supplementary Fig. 2). The RNA-Seq data also reveal that many IEC-specific genes, such as apolipoprotein A-1a (*apoa1a*), fatty acid-binding protein 2, intestinal (*fabp2*), villin 1 (*vil1*) and solute carrier family 15 member 1b, also known as pept1 (*slc15a1b*) are down-regulated in the mutants, which is further confirmed by qRT-PCR (Fig. 2a, b). On the other hand, the expressions of liver-specific fatty acid-binding protein 10a (*fabp10a*) and the pancreatic β-cell marker insulin (*ins*) are not suppressed. Interestingly, the expression of exocrine pancreas marker trypsin (*try*) is elevated in the mutants at 8 dpf (Fig. 2b). We then performed in situ hybridization analysis which confirmed that the expression of intestinal *fabp2* or *vil1* is reduced but the pancreatic *try* is not (Fig. 2c). We noticed that intestinal makers, such as *fabp2* and *slc15a1b* are sufficiently induced at 6 dpf but gradually down-regulated afterward in the mutants (Fig. 2b). Together, these results indicate that the down-regulation of intestinal genes is not due to general developmental defects or a failure to specify intestinal cell fate; instead, their expressions fail to be maintained in the mutants.

**Fig. 2:**
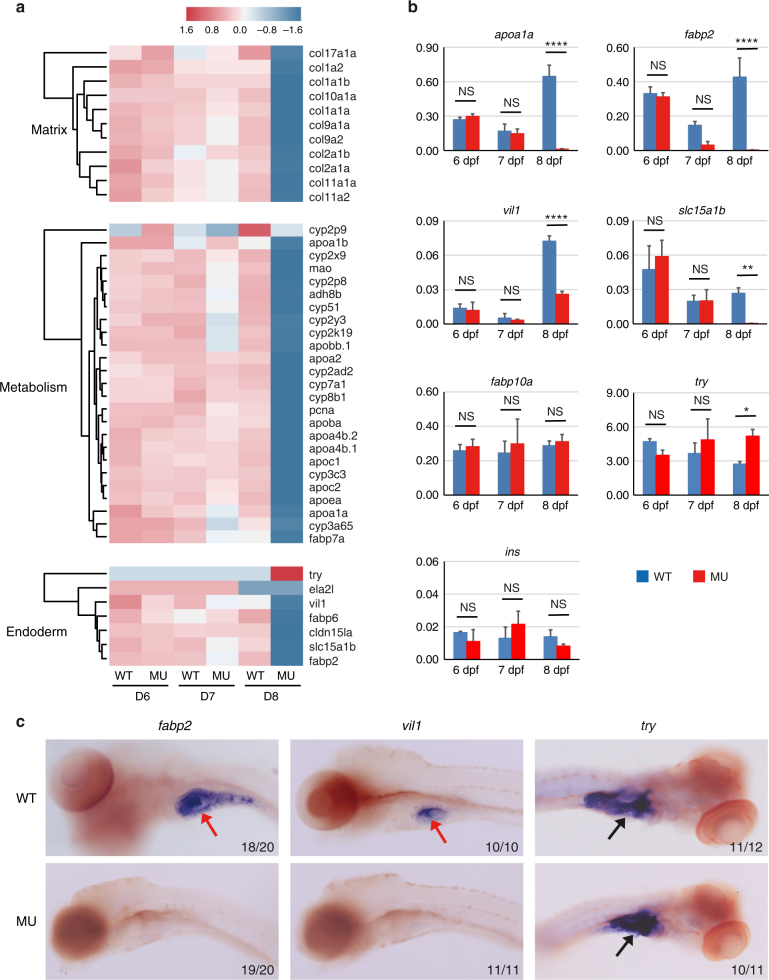
Defective gene expressions in *pik3c3* mutants. **a** RNA-Seq analysis of *pik3c3* mutants and control siblings at 6–8 dpf. Representative heatmaps show the expression of genes in one of these categories: extracellular matrix-related genes, liver and gut metabolic genes or markers of endoderm-derived cell lineages. **b** qRT-PCR analysis of the indicated genes from whole embryonic extracts. *apoa1a* is an apolipoprotein family member expressed in liver, gut, and other tissues. *fabp2* is intestinal fatty acid-binding protein. villin 1 (*vil1*) and *slc15a1b* (*pept1*) are markers of intestinal epithelium. *fabp10a* is liver fatty acid-binding protein. trypsin (*try*) and insulin (*ins*) are markers of exocrine and endocrine pancreas, respectively. *gapdh* is the internal control and data represent mean ± SD from three independent biological repeats (NS, non-significant; *p < 0.05; **p < 0.01; ****p < 0.0001 in one-way ANOVA with Tukey’s multiple comparison). **c** In situ hybridization of 8 dpf embryos with the indicated probes. Red arrows point to intestines and black arrows indicate pancreases. Numbers represent (embryos with the indicated phenotype)/(total embryos analyzed)

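At 6 dpf, 657 of the 21123 genes were at least 2-fold higher in the mutant library than in the sibling library and 656 were at least 2-fold lower. At 7 dpf the numbers were 1562 higher and 926 lower, and at 8 dpf 3292 higher and 3259 lower. The changed genes thus made up 6.216% of the genes at 6 dpf, 11.78% at 7 dpf and 31.01% at 8 dpf (no replicates at any age). Counting noise alone, simulated by 20 Poisson draws of both libraries from one shared profile, gave on average 287.4 genes at 6 dpf, 503 at 7 dpf and 376.2 at 8 dpf, with a standard deviation of at most 21.78. These draws hold no variation between pools of embryos, which cannot be measured with 1 library per condition. Tested against the differences at the other ages, 2221 genes were changed at 8 dpf with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 862 of them higher and 1359 lower in the mutant. The same test found 0 genes for 6 dpf and 0 for 7 dpf, but in these fits the large 8 dpf differences are part of the spread, so that they have little power to find a change at 6 or 7 dpf. Without the 8 dpf pair, an alternative chosen after seeing the data, 254 genes passed the threshold for 7 dpf and 1 for 6 dpf. A fit of the average mutant-sibling difference over the 3 ages also found 0 genes, with a smallest adjusted p-value of 0.7364, and 9 genes without the 8 dpf pair. Across genes, the log2 fold changes at 7 and 8 dpf were related with a Spearman's rho of 0.345, while rho was -0.00341 between 6 and 8 dpf and 0.1014 between 6 and 7 dpf. Genes are not independent replicates, and no p-value is attached to these values. The rank correlation of log2 CPM between the mutant and the sibling was 0.9704 at 6 dpf, 0.9501 at 7 dpf and 0.8428 at 8 dpf. The numbers of 2-fold changed genes at 6 and 7 dpf depended most on the prior count and the count filter. With a prior count of 10 they were 443 at 6 dpf, 1295 at 7 dpf and 4911 at 8 dpf. The paper shows the RNA-Seq comparison of the 3 ages as heatmaps of chosen genes in Fig. 2a and describes gene expression in the mutants as defective.

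**Figure D2:**
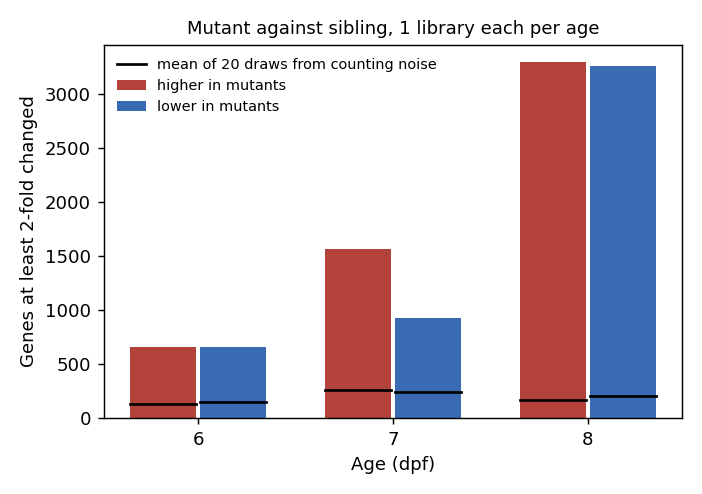
Number of genes at least 2-fold higher (red) or lower (blue) in the mutant library than in the sibling library at each age in dpf, with 1 library per condition. Black lines mark the mean number from 20 draws of counting noise; the bars rise from 657 and 656 genes at 6 dpf to 3292 and 3259 at 8 dpf.

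**Figure D3:**
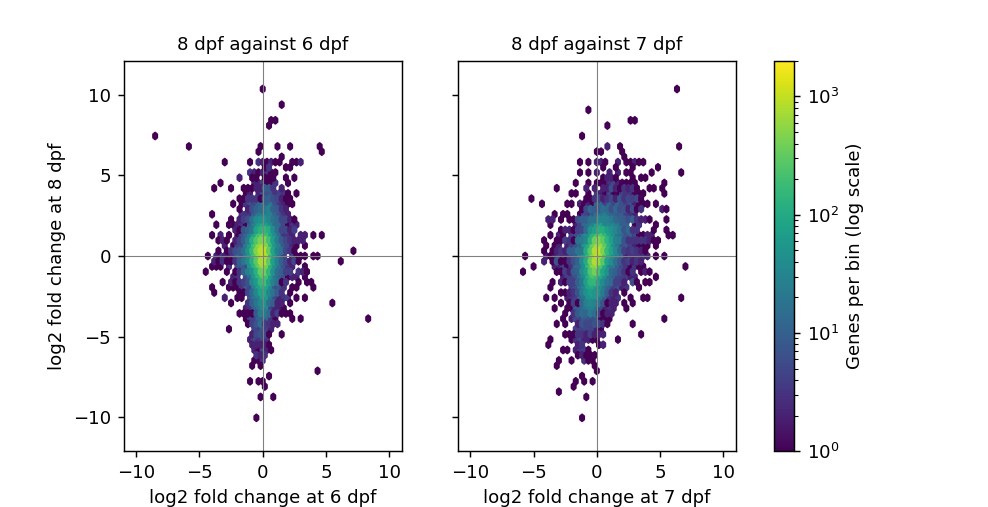
The log2 fold change of mutant against sibling at 8 dpf (vertical axis) against that at 6 dpf (left) and 7 dpf (right) for 21123 genes, with the number of genes per bin as colour on a log scale. The cloud is upright against 6 dpf (Spearman's rho -0.00341) and tilted against 7 dpf (0.345).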

### PIK3C3 deficiency induces intestinal inflammation

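In the mutant library of 8 dpf, 3292 of the 21123 genes were at least 2-fold higher than in the sibling library, 858 at least 4-fold and 110 at least 16-fold. Of the 3292 genes, 768 (23.33%) were at least 2-fold higher at 7 dpf too and 230 (6.987%) at 6 dpf, where 7.395% and 3.11% of all genes were. The test against the 6 and 7 dpf differences gave 862 raised genes with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), including 74 of those raised at least 16-fold. The median log2 fold change of the 862 genes was 0.01979 at 6 dpf, 0.1789 at 7 dpf and 1.913 at 8 dpf. The small values at 6 and 7 dpf follow in part from the test, which passes over genes that already differed then. For the 3292 genes chosen by fold change alone the medians were 0.04492, 0.3411 and 1.479. The 8 dpf mutant had the highest value of the 6 libraries for 829 of the 862 genes, and for 2825 of the 3292. The 110 genes raised at least 16-fold took 1.239% of the counts in the 8 dpf mutant and 0.02893% in the 8 dpf sibling. At 7 dpf their share was 0.1188% in the mutant and 0.03199% in the sibling, and at 6 dpf it was 0.05942% and 0.05057%. Among the genes past the threshold with at least 50 counts at 8 dpf, ENSDARG00000056166 was raised most, from 0 counts in the 8 dpf sibling to 1061 in the mutant, with at most 4 counts in each of the 4 libraries of 6 and 7 dpf (log2 fold change 9.23, adjusted p = 0.00895). The limit of 3 counts in the 8 dpf sibling library is 0.4007 CPM. ENSDARG00000074150 rose from 28 to 8906 counts at 8 dpf, a log2 fold change of 8.47 (95% interval from counting noise by the exact Clopper-Pearson method, 8.04 to 9.16; no replicates; adjusted p = 0.017). Its log2 fold change was 0.952 at 6 dpf and 2.96 at 7 dpf. ENSDARG00000038666 (6 counts in the sibling, 2235 in the mutant) and ENSDARG00000103277 (27 and 2956) had log2 fold changes of 8.37 and 6.93 at 8 dpf, and of 2.68 and 0.89 at 7 dpf. The interval of ENSDARG00000103277 at 7 dpf, -0.143 to 2.24, holds 0. ENSDARG00000101473 was high in the 8 dpf mutant (459 counts) but not only there. It had 65 counts in the sibling and 89 in the mutant at 6 dpf and 133 and 288 at 7 dpf, and its log2 fold change of 8.02 at 8 dpf comes with 0 counts in the sibling. Leaving out the 6 dpf pair lowered the number of raised genes from 862 to 395, and leaving out the 7 dpf pair increased it to 1753. From the GO terms of the genes up-regulated in the mutants, the paper concludes that inflammatory responses are highly stimulated. It adds a heatmap of pro-inflammatory genes, from which it proposes that inflammation might already begin by 6 dpf. Its further evidence is qPCR of selected inflammatory genes and imaging of neutrophils in the gut.

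**Figure D4:**
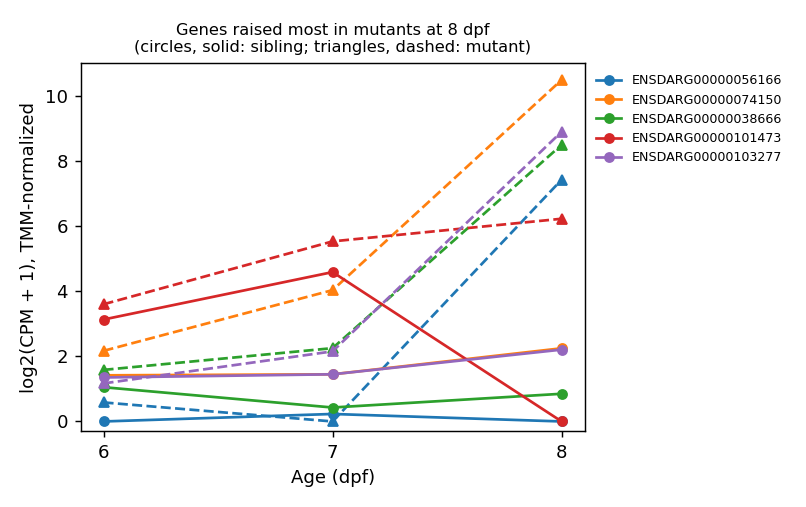
Log2(CPM + 1) of the 5 genes raised most at 8 dpf, in siblings (circles, solid lines) and mutants (triangles, dashed lines) at 6, 7 and 8 dpf, with 1 library per point. In 4 genes the mutant rises at 8 dpf while the sibling stays low, and in ENSDARG00000101473 the sibling falls to 0 counts at 8 dpf.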

GO analysis of genes up-regulated in the mutants reveals that biological processes related to inflammatory responses are highly stimulated in the mutants (Supplementary Fig. 3). Heatmap of pro-inflammatory genes indicates that inflammation might occur as early as 6 dpf and it is highly activated at 8 dpf (Fig. 3a). qPCR analysis confirmed the stimulation of *tnfa*, *il1b*, chemokine (C-X-C motif) ligand 8a (*cxcl8a*), leukocyte cell-derived chemotaxin 2 like (*lect2l*), *mmp9* and myeloid-specific peroxidase (*mpx*) (Fig. 3b). This global gene expression analysis reveals the occurrence of inflammatory response but it does not reveal the tissue distribution or the nature of inflammation. Therefore, we took advantages of the zebrafish model to further investigate these questions. At this stage of embryonic development, only innate immunity exists in the zebrafish^33^. So we used the neutrophil (*Tg(mpx:EGFP)*, *mpx* promoter drives EGFP expression) or macrophage (*Tg2(mpeg1:EGFP)*, *mpeg1* promoter drives EGFP expression) lineage labeled transgenic fish line to further investigate the nature of inflammation in the mutants. We found that neutrophils are enriched in the digestive tract of mutants but not wild type siblings at 8 dpf (Fig. 3c, d). Indeed, neutrophil infiltration of intestinal epithelium can be clearly demonstrated in cross sections of mutant gut (Fig. 3e). Neutrophils remain in the mutant gut until the death of embryos, indicating a failure to resolve intestinal inflammation. This is not due to disrupted migratory activity of neutrophils, since both the directional migration of neutrophils in response to tailfin amputation and the reverse migration of neutrophils during inflammation resolution stage appear normal in mutants (Supplementary Fig. 4). Thus, neutrophils per se are not compromised in the mutants. We then examined the distributions of macrophages and found their distributions are comparable between wild type and mutant embryos (Fig. 3f). Together, these results demonstrate that PIK3C3 deficiency induces intestinal accumulation of neutrophils and inflammation in digestive tract.

**Fig. 3:**
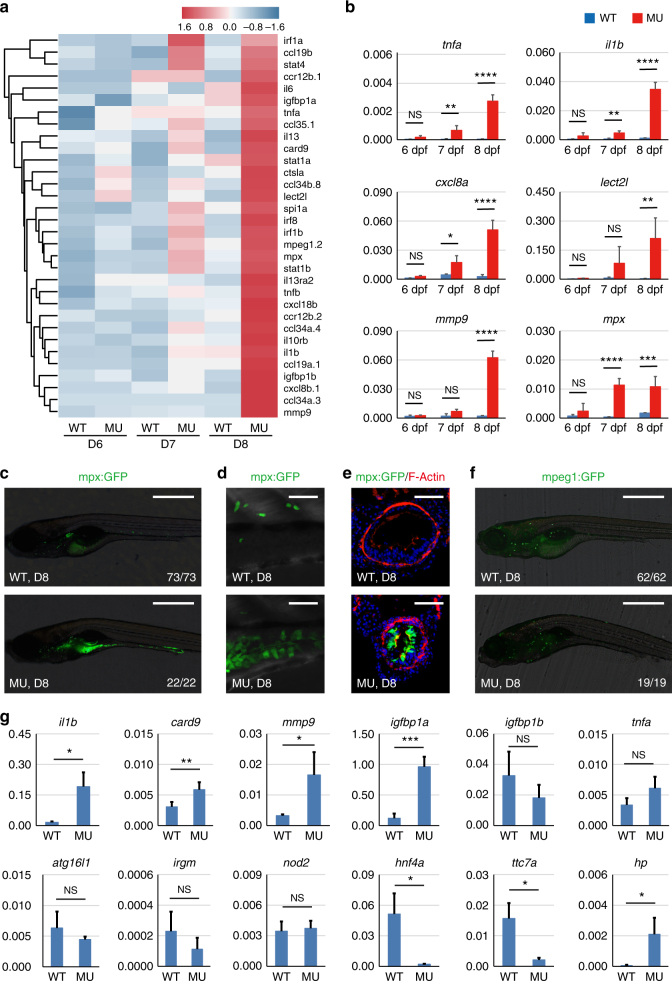
Pro-inflammatory responses in the intestine of *pik3c3* mutants. **a** Heatmap of inflammation-related genes shows the gradual stimulation of inflammatory response from 6 to 8 dpf in the mutants. **b** qRT-PCR analysis of the indicated inflammation-related genes. *cxcl8a* is the zebrafish homolog of *IL8*. Experiments were performed and data analyzed as described in Fig. 2b. **c** mpx:GFP is a transgenic zebrafish line with neutrophils labeled by GFP. In 8 dpf mutants, neutrophils mainly accumulate in the digestive tract. Scale bar, 500 µm. **d** High magnification confocal imaging of (**c**). Scale bar, 50 µm. **e** Cross sections of intestinal bulb in D8 embryos. Neutrophil infiltration of intestinal epithelium is clearly seen in the mutants. Scale bar, 50 µm. **f** mpeg1:GFP-labeled macrophage lineage cells appear normal in the mutants. Scale bar, 500 µm. **g** qRT-PCR analysis of the expression of IBD candidate genes in dissected intestine of *pik3c3* mutants at 8 dpf. Inflammatory response genes (*il1b*, *card9*, *mmp9*) and *igfbp1a* (one of the homologs of human *IGFBP1*, a gene related to the prognosis of CD) are significantly up-regulated in the mutants. Bacteria sensing and autophagy-related genes (*nod2*, *atg16l1,* and *irgm*) and *tnfa* are not stimulated. Barrier function-related genes *hnf4a* and *ttc7a* are severely down-regulated in the mutants while the *hp* gene, which functions to open up tight junctions, is up-regulated in the mutants. *actb1* is used as internal control and data represent mean ± SD from three biological repeats. *p*-values are determined by unpaired two-tailed Student’s *t*-test (NS, non-significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001)

### PIK3C3 regulates the expressions of intestinal barrier-related genes

The disruption of epithelial integrity together with the accumulation of neutrophils in the intestine suggests an IBD like phenotype in the PIK3C3 mutants. More than 200 human IBD susceptibility loci have been identified and, currently, verified IBD susceptibility genes can be roughly grouped into three categories: intestinal barrier-related genes, bacterial sensing and autophagy-related genes and inflammatory response genes. We tested whether the expression levels of these genes are changed in the mutant gut. We first micro-dissected digestive tracts from wild type siblings or mutants and total RNAs were isolated from these samples. We performed qRT-PCR analysis to evaluate the protocol and found that the expression level of intestinal gene *fabp2* is enriched more than 60 folds in the dissected gut when compared to whole body extract. Meanwhile, neuronal paired box 2a (*pax2a*), cardic myosin, light chain 7 (cardiac *cmlc2*), and skeletal myosin, heavy polypeptide 1.1 (*myhz1.1*) genes are barely detectable in the isolated gut (Supplementary Fig. 5), indicating the effectiveness of the sample isolation. We then analyzed the expression of IBD candidate genes in the dissected gut and found that the inflammatory response gene, such as *il1b*, *card9*, and *mmp9* are highly stimulated in the mutant gut (Fig. 3g). insulin-like growth factor binding protein 1 (*IGFBP1*) is one of the recently identified candidate genes associated with the prognosis of CD^34^. There are two zebrafish homologs (*igfbp1a* and *igfbp1b*) and *igfbp1a* is one of the most highly expressed genes in the mutants (Fig. 3g). *tnfa* is not significantly induced in the intestine (*p* = 0.06), while it is highly up-regulated in whole embryonic extract (Fig. 3b), suggesting that it is induced in tissues other than digestive tract. We found that bacterial sensing or autophagy pathway-related IBD gene *nod2*, *atg16l1*, and *irgm* are not induced in the mutants, on the other hand, the barrier-related gene *hnf4a* and *ttc7a* are dramatically down-regulated in the mutants. *hp* (*zonulin*), a gene that functions to open up the tight junctions of epithelium^35^, is highly stimulated in the mutants (Fig. 3g). Together with our TEM studies (Fig. 1d), it appears that PIK3C3 deficiency disrupts the expression of barrier-related genes and the integrity of intestinal epithelial cell junctions.

### PIK3C3 deficiency results in clearance of gut bacteria

Intestinal microbiota can play either protective or unfavorable role in IBD. We analyzed whether gut microorganisms are involved in the PIK3C3 deficiency-induced pathogenesis. We raised embryos under either standard or germ-free conditions (Supplementary Fig. 6)^36^ and then compared the expressions of inflammatory response genes and lineage markers. We found that under germ-free condition, PIK3C3 deficiency is also able to induce the over-expression of inflammatory genes (*tnfa*, *il1b*, *mmp9*, and *cxcl8a*) and neutrophil marker *mpx* (Fig. 4a). When compared to the standard culture condition, mutants under germ-free condition show higher expression levels of *tnfa*, *il1b*, *mmp9*, and *cxcl8a*. The intestinal epithelial cell marker *fabp2* is reduced to similar level in mutants under both culture conditions (Fig. 4a). We then analyzed neutrophils in embryos under germ-free condition and found that neutrophils accumulate in the digestive tract of mutant embryos (Fig. 4b), similar to that under standard culture condition (Fig. 3c). Thus, gut microorganisms are not a prerequisite for the inflammation in PIK3C3 mutants. We then assayed whether the neutrophil accumulation and inflammatory response has effect on the gut colonization of bacteria in mutants under standard culture condition. We determined the number of gut bacteria^20^ from embryos at 6–8 dpf and found that they are similar in wild type siblings and mutants at 6 and 7 dpf (Fig. 4c). However, the number of gut bacteria drops from 2754 ± 2632 CFU/gut in WT (*N* = 21) to barely detectable in the mutant (5 ± 8, *N* = 14) (Fig. 4c). These results indicate that gut bacteria are dispensable for the initiation of inflammatory response in the mutants; on the other hand, the aberrant inflammation in *pik3c3* mutant gut functions to eliminate gut bacteria.

**Fig. 4:**
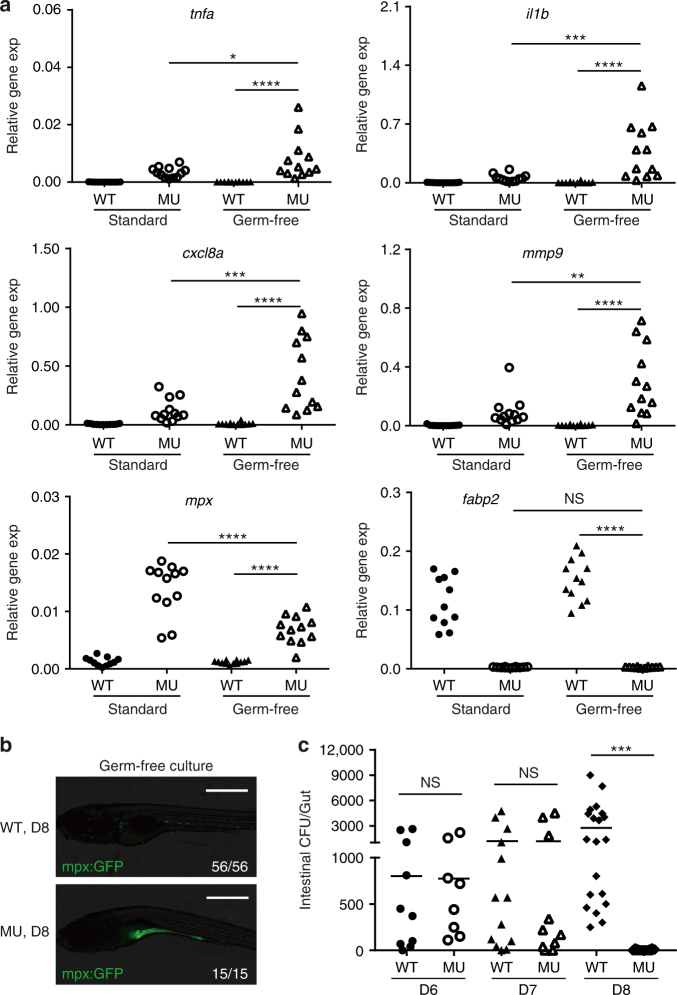
Intestinal microorganisms are not required for PIK3C3 deficiency-induced inflammation. **a** Scatter plots showing the qRT-PCR results of the indicated genes in 8 dpf embryos under either standard or germ-free culture conditions. Each dot represents the mean of three technical replicates from one embryo. Inflammatory genes are significantly stimulated in mutants under germ-free culture condition. NS, non-significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 in one-way ANOVA with Tukey’s multiple comparison. **b** Neutrophils accumulate in the digestive tract of mutant in the absence of gut microbiota. Images were acquired as described in Fig. 3c. **c** Scatter plot showing the numbers of bacteria in intestinal homogenates from individual embryo at 6, 7, and 8 dpf under standard culture condition. WT and mutants have similar gut bacteria at 6 and 7 dpf. However, the number of gut bacteria becomes either very low (<20 CFU/gut, 5 out of 14 embryos) or undetectable (9 out of 14) in the mutants at 8 dpf, which is significantly reduced when compared to that in wild type siblings (NS, non-significant; ***p < 0.001 in one-way ANOVA with Tukey’s multiple comparison)

### PIK3C3 deficiency reduces PI3P level in IECs

We next investigated how PIK3C3 regulates the homeostasis of intestinal epithelium. Class III together with class II PI3K are the enzymes that catalyze the synthesis of PI3P. We determined whether the level and tissue distribution of PI3P are disrupted in the *pik3c3* mutants. 2xFYVE-GFP is a PI3P-specific probe^37^ and we established a transgenic zebrafish line expressing 2xFYVE-GFP under the control of ubiquitously expressed ubiquitin promoter^38^ to monitor the pattern of PI3P during early embryogenesis. We found that GFP signal is broadly distributed at early embryonic stages and it becomes enriched in somitic muscles starting from 2 dpf (Fig. 5a). PI3P is detectable in additional tissues, such as eye or pharyngeal arch at 6–8 dpf, indicating that the levels of PI3P are high in these tissues. We then determined the subcellular distribution of PI3P in these tissues. In cross sections of somite and gut, GFP-positive vesicles are clearly observed in WT IECs (arrow in Fig. 5b). However, a weak and diffusely distributed GFP signal is observed in the mutant IECs at 6–8 dpf (Fig. 5b, d). On the other hand, PI3P in the mutant somitic muscle cells appear normal at 6 dpf. At 7–8 dpf, somitic PI3P level gradually becomes reduced in the mutant (Fig. 5c, d). These results indicate that PIK3C3 is the dominant enzyme for PI3P production in IECs, while additional PI3Ks (such as members of class II PI3Ks) contribute to PI3P synthesis in somitic muscles.

**Fig. 5:**
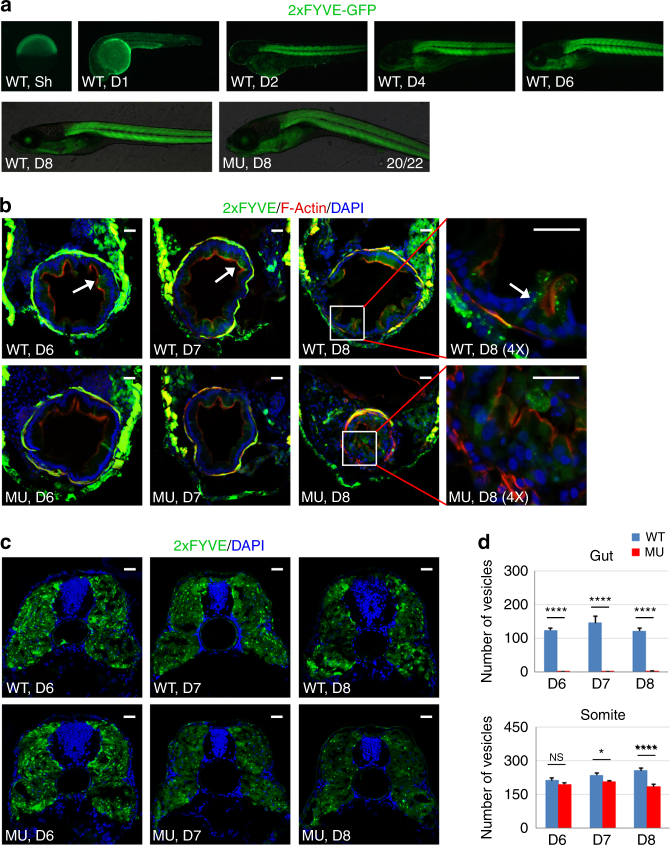
PI3P-positive vesicles are reduced in mutant IECs. **a** Represent images of transgenic zebrafish expressing the PI3P probe 2xFYVE-GFP under the control of ubiquitin promoter. Sh shield stage. **b** Cross sections of embryos at 6–8 dpf. PI3P-positive vesicles (arrow) are detectable in WT IECs, while the GFP signal in mutant IECs is weak and diffused. Scale bar, 20 µm. **c** PI3P-positive vesicles in somitic corss sections. Scale bar, 20 µm. **d** Quantification of PI3P-positive vesicles in (**b**, **c**). Data represent mean ± SD from three biological repeats (NS, non-significant; *p < 0.05; ****p < 0.0001 in one-way ANOVA with Tukey’s multiple comparison)

### PIK3C3 deficiency induces mis-localization of E-Cadherin in IECs

Our TEM analysis revealed that the integrity of IECs fails to be maintained in the *pik3c3* mutant (Fig. 1c). PI3P is a lipid involved in endosomal trafficking of membrane proteins, thus a reduction of PI3P in IECs may disrupt the polarized distributions of plasma membrane proteins, such as those involved in cell junctions and result in failure of homeostasis in IECs. We performed immunofluorescence staining to examine the distribution of some of those proteins. We found that wild type IECs show typical columnar arrangement and the adherens junction protein E-Cadherin is laterally distributed. However, the columnar shape and sheeted distribution of IECs are totally disrupted in the mutants. E-Cadherin at cell surface is clearly reduced while large intracellular aggregates of E-Cadherin are observed in mutant IECs (Fig. 6a). The aggregates do not co-localize with the lysosome marker LAMP1, indeed, the total protein level of E-Cadherin in the dissected mutant gut is not dramatically changes (Fig. 6b). The mRNA level of *cdh1* appears normal in the mutant (Fig. 6c). Thus, PIK3C3 deficiency results in the mis-localization but not the expression of E-Cadherin. Similar mis-localization occurs to the Na, K-ATPase protein ATP1A1, which normally shows basolateral distribution in IECs (Fig. 6a). On the other hand, the tight junction component ZO-1 is removed from cell surface and degraded in the mutants (Fig. 6a, b).

**Fig. 6:**
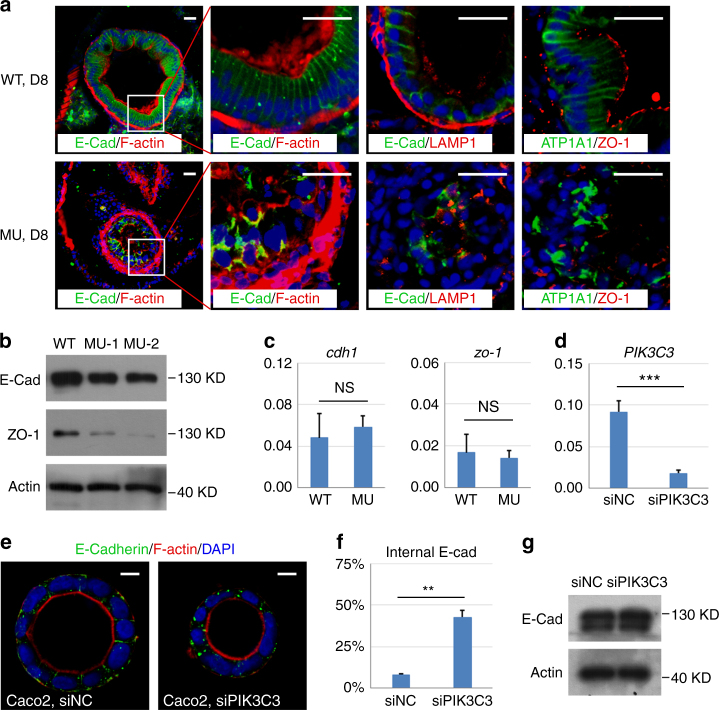
PIK3C3 deficiency induces polarity defects in IECs. **a** Immunofluorescence staining of gut cross sections at 8 dpf. In WT embryos, columnar IECs are arranged into a sheet and E-Cadherin are laterally distributed. IECs become disorganized and E-Cadherin is endocytosed and forms intracellular aggregates in the mutants. LAMP1 is a lysosome marker and it does not co-localize with E-Cadherin aggregates. Other polarity-related proteins including Na,K-ATPase alpha 1 subunit (ATP1A1) and tight junction protein ZO-1 also lose their polarized distributions in the mutant guts. Scale bar, 20 µm. **b** Western blot analysis for the expression levels of E-Cadherin and ZO-1 in the dissected digestive tracts from 8 dpf embryos. Beta actin is the loading control. **c** qRT-PCR analysis of *cdh1* and *zo-1*. Assays are performed as described in Fig. 3f. **d** Knockdown efficiency of *PIK3C3* by siRNA in Caco2 cells as determined by qRT-PCR. *ACTB* is the internal control and data represent mean ± SD from three biological repeats (***p < 0.001 by unpaired two-tailed Student’s *t*-test). **e** PIK3C3 knockdown induces internalization of E-Cadherin in Caco2 cyst cultured on 3D Matrigel. Scale bar, 10 µm. **f** Quantification of (**e**). In each experiment, about 100 cysts were analyzed and data represent mean ± SD of the percentages of cyst with internalized E-Cadherin from three biological repeats (**p < 0.01 by unpaired two-tailed Student’s *t*-test). **g** Western blot analysis of E-Cadherin protein levels in control or siPIK3C3-treated Caco2 cells. Beta actin is the loading control

The disruption of PI3P signaling in mutant IECs may be responsible for the mis-localization of E-Cadherin in these cells, however, the aberrant inflammation may also play important roles in gut damage in mutants. To distinguish between these two possibilities, we adopted an in vitro Matrigel-based 3D culture of Caco2 cells (an epithelial cell line derived from human colorectal adenocarcinoma) to test the function of PI3P signaling in IEC polarity in the absence of immune response. A recent study reported that inhibition of PIK3C3 by siRNA or small chemical inhibitor disrupts polarized distribution of aPKC and epithelial integrity in Caco2-derived cyst^39^, so we used this system to test whether the polarized distribution of E-Cadherin is regulated in a similar manner. We found siPIK3C3 treatment efficiently reduces the mRNA level of PIK3C3 in Caco2 cells (Fig. 6d). Epithelial cysts still form in treated cells, however, E-Cadherin is internalized in 42% of the epithelial cyst derived from siPIK3C3-treated Caco2 cells (*N* = 259), while the number is 8% in the control siRNA treatment (*N* = 282, *p* = 0.005) (Fig. 6e, f). Interestingly, PIK3C3 knockdown does not change the protein level of E-Cadherin in Caco2 cells (Fig. 6g), which is consistent with the zebrafish result (Fig. 6b). Thus, PIK3C3 is required for the polarized distribution of E-Cadherin both in vitro and in vivo.

The E-Cadherin aggregates in the mutant could be the result of defective vesicular trafficking or degradation pathways. PIK3C3 is well-established to be involved in autophagy and endocytic trafficking pathway. For example, when complexed with BECN1/ATG14, PIK3C3 regulates autophagy; on the other hand, the PIK3C/BECN1/UVRAG complex is involved in endocytic trafficking pathways. We determined whether the autophagy or the endocytic trafficking pathway is involved in the PIK3C3 regulation of E-Cadherin. Western blot analysis of the dissected gut indicates that the levels of LC3B-II (an autophagy marker) are comparable between WT and *pik3c3* mutants at 6–8 dpf (Fig. 7a), indicating pathways other than autophagy is responsible for polarity defects in IECs. In the Caco2 in vitro cystogenesis model, we found that knockdown of UVRAG but not ATG14 induces abnormal epithelial lumen formation and mis-localization of E-Cadherin (Fig. 7b–d). Together with a recent report^39^, these studies reveal a conserved PIK3C3-regulated endocytic trafficking pathway in the control of epithelial integrity from *Drosophila* to zebrafish to human organoid.

**Fig. 7:**
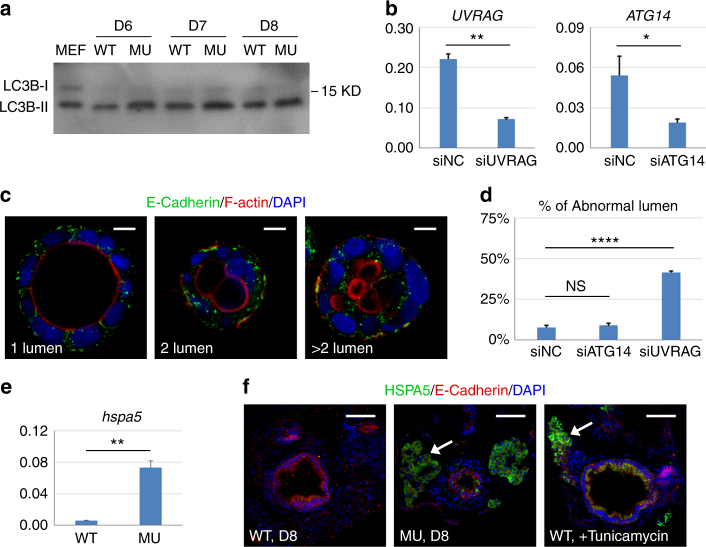
Defects in endocytic trafficking is responsible for PIK3C3 deficiency-induced polarity defect. **a** Western blot analysis of LC3B in dissected gut. MEF lysate (total cell lysate of mouse embryonic fibroblasts under autophagic conditions) was used as the positive control. The LC3B antibody can detect the activated form of zebrafish LC3B (LC3B-II) but not LC3B-I. **b** qRT-PCR analysis for the efficiency of siRNA to *UVRAG* or *ATG14* in Caco2 cells. *ACTB* is the internal control and data represent mean ± SD from three biological repeats (*p < 0.05; **p < 0.01 by unpaired two-tailed Student’s *t*-test). **c**, **d** UVRAG but not ATG14 knockdown induces abnormal lumen formation and E-Cadherin mis-localization in Caco2 cyst. Scale bar, 10 µm. Data represent mean ± SD of the percentages of abnormal cyst (two or multiple lumens) from three biological repeats. NS, non-significant; ****p < 0.0001 by one-way ANOVA with Dunnett’s multiple comparison. **e** qRT-PCR analysis of ER stress gene *hspa5* (heat shock protein family A member 5) in 8 dpf embryos. *gapdh* is the internal control and data represent mean ± SD from three independent repeats. *p*-value determined by unpaired two-tailed Student’s *t*-test (**p < 0.01). **f** Immunofluorescence staining of gut cross sections. In the *pik3c3* mutant, HSPA5 signal is detected in liver (arrow) and a few cells in gut. Treatment of WT embryos with tunicamycin (an ER stress inducer, 1 µM from 7 to 8 dpf) strongly induces HSPA5 in liver and gut. Scale bar, 50 µm

It has been reported that deficiency in CDIPT, an enzyme responsible for the de novo synthesis of intracellular PI, induces ER stress in IECs which disrupts the barrier function and promotes gut inflammation in zebrafish^20^. PI is the lipid substrate for PIK3C3 and the *cdipt* and *pik3c3* mutants share similar gut defect. Does ER stress have a role in *pik3c3* mutant guts? We found that the ER stress marker HSPA5 is upregulated at mRNA and protein levels in *pik3c3* mutants (Fig. 7e, f). However, HSPA5 is highly induced in liver and pancreas while its expression in gut is limited to a few cells in *pik3c3* mutants, which is different from that in *cdipt* mutants^20^ or the tunicamycin-treated embryos (Fig. 7f). Together, our data suggest that it is the endocytic trafficking defects of polarity protein, such as E-Cadherin, but not defective autophagy or ER stress that results in gut defects in *pik3c3* mutants.

## Discussion

Phosphorylated PI lipids are critical regulators of intracellular vesicular trafficking. PI is synthesized through de novo pathway in ER and it can be phosphorylated by various PI kinases at the 3-hydroxyl, 4-hydroxyl, or 5-hydroxyl group of the inositol ring. For example, class II and III PI3-kinase convert PI to PI3P, which is further converted into PI(3,5)P2 by PIKFYVE^40^. In this study, we report that *pik3c3* mutants share similar IEC defects and intestinal inflammation with *cdipt* mutants. However, ER stress is not prominent in the *pik3c3* mutant guts (Fig. 7f) and we did not observe abnormal ER–Golgi structure in IECs of *pik3c3* mutants under TEM as reported in *cdipt* mutants. In addition, we notice that the number of gut bacteria is dramatically increased in *cdipt* mutants, while gut bacteria are eliminated in *pik3c3* mutants. Thus, there are similarities, as well as differences in these two mutants. Indeed, deficiency of PI is responsible for gut defect in *cdipt* mutant; on the other hand, PI (the substrate for PIK3C3) could accumulate in the absence of PIK3C3 (this possibility remains to be tested). It is possible that there are different underlying molecular mechanisms of gut defects in these two mutants. Nevertheless, both studies indicate that a well-controlled PI metabolic pathway is essential for the integrity and function of IECs.

E-Cadherin is a major component of adherens junction in epithelium. Intestine-specific knockout of E-Cadherin induces loss of barrier function in mice. *CDH1* is a GWAS susceptibility gene for UC^6^ and disease associated SNP in *CDH1* was reported in CD patients^7^. These studies indicate that the E-Cadherin mediate cell junction is essential for the integrity and function of intestinal epithelium. We notice that mis-localization, rather than degradation, of E-Cadherin is observed in several cases of gut defects. For example, intestine-specific knockout of *HNF4A* induces cytoplasmic retention of E-Cadherin^5^. Disease associated polymorphisms that result in cytoplasmic accumulation of E-Cadherin were reported in CD patients^7^. In this study, we report that deficiency of PIK3C3 and its lipid product PI3P induces similar cytoplasmic retention of E-Cadherin in zebrafish IECs, as well as in vitro cultured human Caco2 cells. These results indicate that post-translational regulations, especially vesicular trafficking pathways that recycle E-Cadherin to cell surface, play important roles in the proper distribution and function of E-Cadherin in IECs.

The vesicular trafficking of E-Cadherin has been extensively studied in epithelial cell line such as MDCK. It is well established that ubiquitinated E-cadherin is endocytosed and transported to lysosome for degradation via a Rab5 and Rab7 regulated pathway^41^, or it is recycled back to basolateral membrane by a Rab11-mediated recycling pathway^42,43^. We recently reported that SNX16, a sorting nexin family member that preferentially binds to PI3P, is able to bind to E-Cadherin and function as an adaptor to promote the Rab11-dependent cell surface trafficking of E-Cadherin in renal epidermal cell line RCC10/VHL, as well as human embryonic stem cell line H1^44^. It is possible that SNX16 or another IEC-specific sorting nexin family protein functions in a similar manner to promote the recycling of E-Cadherin in IECs. A detailed characterization of this pathway is warranted since manipulation of this pathway might have therapeutic potential, especially in light of a recent discovery that a Rab11A-dependent pathway induced by yeast *Saccharomyces boulardii* CNCM I-745 supernatant is able to stimulate cell surface trafficking of E-Cadherin and restore intestinal barrier function in IBD patients^45^.

## Methods

### Zebrafish lines

Zebrafish stocks were maintained and handled according to standard protocols (zfin.org). Animal care and experimental protocols were approved by the Guangzhou Institutes of Biomedicine and Health Ethical Committee. The TU line zebrafish was used in the study. The transgenic lines *Tg(mpx:EGFP)* and *Tg2(mpeg1:EGFP)* were obtained from China Zebrafish Resource Center (CZRC). The *Tg(ubb:2xFYVE-EGFP)* was generated in house using the Tol2 transposon system. The PI3P probe 2xFYVE-EGFP (a gift from Dr. Alan R. Saltiel, University of Michigan) and a 3.5 kb *ubb* promoter^38^ were cloned into the pT2A vector. Detailed information about the construct is available upon request. Injection and F1 screen were carried out according to standard protocols. CRISPR/Cas9 system was used to knockout *pik3c3*. The targeting sequence 5′-GGCGACGGCATAGCGTCTGA-3′ was designed by Optimized CRISPR Design (http://crispr.mit.edu/). mRNA encoding a zebrafish-codon-optimized Cas9^46^ (400 pg) together with gRNA (75 pg) were injected at one-cell stage. Two mutant alleles (−19 bp and −2 bp) were recovered from F1 and they induce same morphological and gut defects. The −19 bp deletion generates an EcoNI cutting site and it can be used for genotyping. For genotyping, DNA fragment was amplified with primers (5′-CAAGTGAAAGTTGAGTGCA TG-3′ and 5′-TCTCATTGCCAACGCTATT-3′) and subjected to sequencing or EcoNI digestion.

Germ-free experiments were carried out as described in ref. ^36^. Briefly, fertilized eggs were washed three times with sterile E3 medium in EP tubes (less than 50 eggs per tube), then washed 5–10 times in antibiotics/E3 medium including 100 μg/mL ampicillin (A9518, Sigma), 5 μg/mL kanamycin (E004000, Sigma), 100 U/mL penicillin, and 100 μg/mL streptomycin (15140122, Thermo Fisher). They were transferred to sterile dishes with Pasteur pipettes and cultured in antibiotics/E3 medium. Medium were changed daily. Intestinal bacteria were tested at 8 dpf as described below.

### Intestinal bacteria analysis

Zebrafish larvae at 8 dpf were anesthetized with tricaine (A5040, Sigma), washed three times in 0.1% Tween-20/PBS, and micro-dissected with sterile needles. Individual dissected intestine was washed in sterile PBS for three times then homogenized in 50 μL PBS/0.25% trypsin (25200056, Thermo Fisher) with sterile pestles and incubated for 15 min at 37 ℃. Serial dilutions of the homogenates were plated on LB agar plates and incubated overnight at 28.5 °C. The colony forming unit (CFU) for individual gut was calculated next day.

### Zebrafish digestive activity assay

The in vivo assays for the digestive functions were performed with quenched fluorescent reporters^32^. PED6 (D23739, Thermo Fisher) and EnzChek (E6639, Thermo Fisher) were reconstituted according to manuals. Dextran (MW 4000, 46944, Sigma) was used to observe the swallowing activity. Larvae were immersed in E3 medium with 3 μg/mL PED6, 20 μg/mL EnzChek or 1% dextran for 3 h at RT, then imaged using the Zeiss Axio imager A1.

### Histological analysis

Zebrafish larvae were fixed in 4% PFA/PBS overnight at 4 ℃, dehydrated in gradient ethanol and embedded in paraffin. 3 μm-transverse sections were prepared and stained with H&E according to standard protocol.

### Transmission electron microscopy (TEM) assay

Zebrafish larvae were fixed in 4% (v/v) PFA and 2% (v/v) glutaraldehyde overnight at 4 ℃, washed in 0.1 M PBS (pH 7.4) and post-fixed in 1% OsO_4_ for 1 h. Following gradient ethanol and propylene oxide dehydration, the samples were embedded in Epon 812 and polymerized for 48 h at 60 ℃. Cross sections (100 nm) corresponding to intestinal bulb were prepared with ultramicrotome (EM UC7, Leica) and stained with uranyl acetate and lead citrate. Samples were then examined and photographed using the Tecnai G2 Spirit TEM (FEI).

### Quantitative real-time PCR (qRT-PCR)

Total RNA from whole embryo (either single embryo or group of 3–5 embryos) or dissected digestive tracts (from 10 embryos) was isolated using the TRI Reagent (TR 118, Molecular Research Center) according to the manual. cDNA was synthesized using the ReverTra Ace (TRT-101, TOYOBO). qRT-PCR was performed using the CFX96 real-time system (BIO-RAD) with SYBR Green Supermix (172-5274, BIO-RAD). Primers used in the study are listed in Supplementary Table 1.

### RNA-Seq and data processing

Total RNA from 3 to 5 embryos at the indicated stages were prepared using the RNA Clean & Concentrator Kit (R1019, Zymo Research). cDNA library was constructed with the TruSeq RNA Sample Prep Kit (RS-122-2001, Illumina) and sequenced with the NextSeq 500/550 High Output Kit V2 (FC-404-2005, Illumina). Illumina bcl2fastq (v1.8.4) software was used for base calling. Sequenced reads were trimmed for adaptor sequence, and masked for low-complexity or low-quality sequence. The number of raw reads mapped to genes was calculated by RSEM (rsem-1.2.4), the reference genome using danRer10, then put all the sample results together and normalized by EDAseq (1.99.1), gene expression fold change was calculated using normalized raw reads. The downstream analysis was performed using glbase scripts. Reads were deposited with GEO under the accession number GSE102032.

### Whole-mount **in situ** hybridization

Whole-mount in situ hybridization of 8 dpf embryos was performed according to standard protocol with minor modifications. Larvae were penetrated with 15 μg/mL proteinase K (03115852001, Roche) for 90 min at RT. Hybridization was performed for at least 16 h at 68 ℃. Larvae were incubated with anti-digoxigenin-AP, Fab fragments (11093274910, Roche) overnight at 4 ℃ with gentle shaking followed by color reaction with NBT (11383213001, Roche)/BCIP (11383221001, Roche) for 30 min at RT. Pigment was removed with bleaching solution (0.5× SSC, 5% deionized formamide, and 10% H_2_O_2_ in ddH_2_O) for 15 min at RT. Probes used in this study include *fabp2*, *try*, and *vil1*. Detailed information about these probes is available upon request.

### Immunofluorescence staining

Zebrafish larvae were fixed in 4% PFA/PBS overnight at 4 ℃, washed three times in PBS and then transferred to embedding mold with tissue freezing medium (14020108926, Leica). Larvae were oriented vertically and cut into 10 μm using a cryotome (CM3050S, Leica). Sections were permeabilized with 0.5% Triton X-100/PBS for 30 min, blocked in 2% BSA/0.1% Tween-20/PBS for 1 h at RT and then incubated with primary antibody (diluted in blocking buffer, listed in Supplementary Table 2) overnight at 4 ℃. For immunofluorescence staining of Caco2 cyst, cells were washed in PBS and fixed in 4% PFA at RT 30 min, then blocked in 3% BSA/0.2% Triton X-100/PBS and incubated with primary antibody overnight at 4 ℃. After three washes with 0.1% Tween-20/PBS, smaples were incubated with a secondary antibody (1:50 in blocking buffer) for 2 h at RT. For F-actin staining, sections were incubated with 4 U/mL Alexa Fluor 568 Phalloidin (A12380, Thermo Fisher) for 2 h at RT. Samples were then washed and counter-stained with 1 µg/mL DAPI (D9542, Sigma) for 5 min. Mounted sections were imaged with the LSM 800 confocal microscope (Carl Zeiss).

### Western blot

Caco2 cells or micro-dissected digestive tracts of 8 dpf larvae were collected in RIPA buffer (50 mM Tris–HCl pH 7.4, 150 mM NaCl, 1% NP40, 0.1% SDS) and SDS sample buffer (63 mM Tris–HCl pH 6.8, 10% glycerol, 5% β-mercaptoethanol, 3.5% SDS, and 0.01% bromophenol blue) containing protease inhibitor cocktail (04693132001, Roche) plus 1 mM PMSF (78830, Sigma). Samples were boiled for 10 min then centrifuged at 13,000×*g*. Supernatant was analyzed by Western blot according to standard protocol. Beta-actin was used as the loading control. Antibodies used in this study are listed in Supplementary Table 2. Uncropped blots are presented in Supplementary Figure 7.

### Tailfin amputation

*Tg(mpx:EGFP)* larvae at 5 dpf were anesthetized and tail was amputated posterior to muscle and notochord with a sterile surgical blade and then cultured in a 24-well plate. Neutrophils recruitments were determined in a region of 100 × 500 μm from the wound site at 4 and 24 hours-post-amputation (hpa) as described in ref. ^47^.

### In vitro cystogenesis

Caco2 cells (purchased from Shanghai Cell Resource Center) were cultured in DMEM plus 15% FBS, 100 U/mL penicillin, and 1 µg/mL streptomycin at 37 °C with 5% CO_2_. This cell line was not contaminated by mycoplasma. For siRNA treatment, cells were seeded at 5 × 10^4^ cells per well in a 24-well-plate and transfected with Lipofectamine RNAiMAX Transfection Reagent (13778150, Thermo Fisher) next day according to manufacturer’s protocol. For cyst production, 5000 siRNA-transfected cells were suspended in 200 µl 5% Matrigel (354277, BD Biosciences) and then plated in eight-well chamber slide (154534PK, Thermo Fisher) pre-coated with 6 μL Matrigel. Medium were changed every other day and cysts were allowed to form in 5 days. The sequences of siRNAs are: siPIK3C3 (5′-ACUCAACACUGGCUAAUUAUU-3′)^39^, siATG14 (5′-GCAAAUCUUCGACGAUCCCAUAU-3′)^39^, and siUVRAG (5′-UCACUUGUGUAGUACUGAA-3′)^48^.

### Statistical analyses

Experiments were done from at least three biological repeats when possible. Data were presented as mean ± SD, which were calculated using Graphpad Prism 6 software (GraphPad). Statistical differences were determined by unpaired two-tailed Student’s *t*-test between two groups, one-way ANOVA with Tukey’s multiple comparison as a post hoc test for comparing every mean to every other mean or one-way ANOVA with Dunnett’s multiple comparison as a post hoc test for comparing every mean to a control mean. *p*-value < 0.05 was considered statistically significant. No statistical method was used to predetermine sample size. No samples were excluded for any analysis.

### Data availability

The RNA-Seq data generated in this study have been deposited to GEO under the accession no. GSE102032. All other relevant data are available from the corresponding authors upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

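RNA-Seq data were analysed from 6 libraries of whole zebrafish embryos, 1 each from pik3c3 mutants and from siblings at 6, 7 and 8 dpf, with RNA pooled from 3 to 5 embryos per library. The authors called bases with bcl2fastq 1.8.4, trimmed adaptors, masked sequence of low complexity or quality, and counted reads per gene with RSEM 1.2.4 on danRer10. The aligner and the release of the gene annotation are not stated. The deposited values are expected counts, which RSEM estimates and which need not be whole numbers. The authors' files also give TPM, which RSEM scales by gene length and to a fixed total per library, and FPKM, which was not used. Further, the authors normalized the counts with EDASeq 1.99.1 and calculated fold changes from the normalized counts. That step is not contained in the files, and the option used in it is not stated.

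Expected counts were rounded to whole numbers, since edgeR models whole counts. The rounded totals lay between 6089992 and 8310514 per library, with a median of 7452394 in the siblings and 6885164 in the mutants. With the TMM-normalized library sizes, 3 counts correspond to 0.3573 to 0.5179 CPM. This was taken as the detection limit of a library, and smaller values in the text are not told apart from absence. The gene with most counts took between 1.145% and 1.784% of a library, and the 100 genes with most counts took between 27.58% and 35.51%.

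Of 28093 genes, the 21123 with at least 10 counts in at least 1 library were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization. Fold changes of mutant against sibling at each age were taken from log2 CPM with a prior count of 2, without a test, and genes with at least a 2-fold change were counted. For the genes named in the text, a 95% interval from counting noise was computed by the exact Clopper-Pearson method on the 2 counts of an age. Such an interval holds no variation between embryos. Tests used edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. In 3 fits with age as a factor, the mutant library of 1 age was singled out, so that the mutant-sibling differences at the other 2 ages gave the spread, with 2 residual degrees of freedom. Another fit took the average difference over the 3 ages. The scripts were tested on simulated counts drawn from the real means and library sizes. Of 200 genes changed by 3 on the log2 scale, 185 were recovered by the 8 dpf fit with 9 false calls, and 199 by the fit across ages with 6 false calls, at a dispersion of 0.05.

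The genes named are the 5 raised most and the 5 lowered most at 8 dpf by log2 fold change, among genes with an adjusted p-value under 0.05 in the 8 dpf fit and at least 50 counts in 1 of the 2 libraries of 8 dpf. The rule also covered every gene the paper names, but the files list only Ensembl identifiers and no table of symbols was at hand. The genes of Fig. 2a and Fig. 3a, tests of gene sets and a correction for GC content were therefore left out. FPKM values were left out because TPM holds the same information.

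The alternatives were other normalizations (DESeq2's size factors, upper quartile and full quantile), other count filters, prior counts of 0.5 and 10, DESeq2 1.42.0's Wald test, limma 3.58.1 with a trend on log2(TPM + 1), a fit without age, and fits without the pair of 1 age.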

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

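The difference between mutant and sibling was not alike at the 3 ages. In edgeR's quasi-likelihood test of the 8 dpf difference against the spread of the 6 and 7 dpf differences, 2221 genes had an adjusted p-value under 0.05. This number flagged the result. The test takes the differences at the other ages as noise and does not compare one age with another directly. Among the 1359 lowered genes the 8 dpf mutant was the lowest of the 6 libraries for 1343, and among the 862 raised genes it was the highest for 829. The fit singles out that library, so these numbers follow in part from the choice of genes. Among the genes chosen by fold change at 8 dpf alone, it was the lowest for 2908 of 3259 and the highest for 2825 of 3292. That choice fixes only the order against the 8 dpf sibling, but noise in the 8 dpf mutant also favours such genes. No number expected from the choice alone was computed. The predictions for the technical explanations were written before their tests were run. Counting noise alone gave 376.2 genes at least 2-fold changed at 8 dpf, against 6551 in the data. After thinning every library to the smallest total, 6640 genes were at least 2-fold changed at 8 dpf and 1363 at 6 dpf, so a difference in depth did not account for the pattern. Without the 100 genes of highest total count the numbers were 6537 and 1313. Gene length had a Spearman's rho of 0.07096 with the 8 dpf log2 fold change across genes, below the size of 0.3 set for a length bias. An exchanged 8 dpf sibling library, or one that caused the whole difference, would differ more from the 7 dpf sibling than the 8 dpf mutant does. Instead, 3245 genes were at least 2-fold changed between the 2 siblings and 7927 between the 8 dpf mutant and the 7 dpf sibling. An unusual sibling that added only a part of the 8 dpf difference is not excluded by these numbers. A delay of the mutants in development would lower genes that rise in siblings. The 8 dpf difference had a Spearman's rho of -0.08014 with the change of the siblings from 6 to 7 dpf, above the limit of -0.3. That change is only a rough measure of development, and both terms carry the noise of single libraries. A delay at 8 dpf would follow the siblings' change from 7 to 8 dpf, which was not used, so the test cannot decide on a delay. The rank correlation of log2 CPM of the 8 dpf mutant was 0.8428 with the 8 dpf sibling and 0.8011 with the 7 dpf sibling. By this measure the mutant was not closer to the younger sibling. A delay alone would keep the changed genes within the range of the younger libraries. Instead, the 8 dpf mutant was the lowest of the 6 libraries for 2908 of the 3259 lowered genes. It was the highest for 2825 of the 3292 raised genes. For these genes this argues against a delay as the only cause, within the limit of 1 library of the 8 dpf mutant.

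GC content, reads shared between gene copies, RNA degradation other than by gene length, and a batch of library preparation or sequencing could not be tested, as no sequences and no batch information were at hand. With 1 library of the 8 dpf mutant, the size of its difference is inseparable from anything particular to that pool of embryos. A cause confined to that pool predicts no matching change in the separate 7 dpf pair. There 71.86% of the 3259 lowered genes were below the sibling (49.32% of all genes) and 70.17% of the 3292 raised genes above it (50.54%). At 6 dpf the shares were 46.76% and 53.61%. For the direction of the changes, the 7 dpf shares argue against such a cause. A response of the mutants that grows with age stays a hypothesis, as the untested explanations remain open. A delay that adds only a part of the difference is not excluded either. Counting noise, depth, the 100 genes of highest count and gene length did not account for the pattern (depth, 6640 genes after thinning).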

How the results depend on the processing

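Apart from the same alternatives for the 6 and 7 dpf fits, which were chosen after seeing the data, all alternatives were set before the processed files arrived. Of 128 values of headline results under an alternative, 96 stayed within 1.5 times of the main value and 32 did not. The numbers of genes at least 2-fold changed at 8 dpf (6551 in all, 3292 higher and 3259 lower) stayed within that range under every alternative, between 4667 and 7527 in all. Under every alternative they exceeded the numbers at 7 dpf, which exceeded those at 6 dpf.

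The 2221 genes of the 8 dpf fit (862 higher, 1359 lower) became 1397 (428 higher) with full quantile normalization, which forces all libraries to one distribution. The number of genes at least 2-fold changed at 8 dpf hardly moved under it (6534), and why fewer genes passed the test was not examined. On log2(TPM + 1) with limma they became 1457 (856 lower), where the pseudocount shrinks genes of low TPM. Leaving out the 6 or the 7 dpf pair in turn gave from 1306 to 4042 genes, from 395 to 1753 higher and from 911 to 2289 lower, with 1 residual degree of freedom. The lowest numbers came without the 6 dpf pair, since the differences at 7 dpf then gave all of the spread.

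The fit across the 3 ages found 0 genes in the main setting and 106 with DESeq2's Wald test. Leaving out the pair of each age in turn gave from 0 to 9 genes. The Wald test compares with a normal distribution and makes no allowance for the few residual degrees of freedom. Whether this raised the number was not tested, and in the 8 dpf fit the Wald test gave fewer genes than the main setting. In the 6 dpf fit the main number of 0 became 6 with DESeq2's Wald test, and leaving out a pair gave from 0 to 1. In the 7 dpf fit the main number of 0 became 9 with DESeq2's Wald test, and leaving out a pair gave from 0 to 254, the 254 without the 8 dpf pair. All of these for the 6 and 7 dpf fits were chosen after seeing the data.

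The numbers of 2-fold changed genes at 6 dpf (1313; 657 higher, 656 lower) and 7 dpf (2488; 1562 higher, 926 lower) moved under 3 alternatives, which all remove or shrink genes with few counts, where counting noise is largest. With a prior count of 10 they were 443 (186 higher, 257 lower) at 6 dpf and 1295 (817 higher, 478 lower) at 7 dpf. With at least 50 counts in at least 1 library they were 549 (265 higher, 284 lower) and 1253 (826 higher, 427 lower). With log2(TPM + 1) they were 757 (277 higher) and 1460 (941 higher, 519 lower).

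For the 10 named genes, 108 of 120 values under an alternative were counted as the same. Another 10 moved at 6 or 7 dpf beyond the interval from counting noise, and 2 had an adjusted p-value no longer under 0.05. At 8 dpf a value counted as the same if its sign held and its adjusted p-value stayed under 0.05. With a prior count of 0.5 the adjusted p-values were those of the main fit, so only the sign could change there. Values counted as the same could still shift at 8 dpf. ENSDARG00000056166 went from 9.23 to 11.23 with a prior count of 0.5 and to 7.738 on TPM. ENSDARG00000074150 went to 7.704 on TPM, outside its counting interval of 8.04 to 9.16. Both of the latter concern ENSDARG00000099525, with adjusted p = 0.0594 under full quantile normalization and 0.0515 from limma on TPM. The small 6 dpf value of ENSDARG00000006427, 0.0744, changed sign to -0.05089 with full quantile normalization and to -0.03901 on TPM. The largest shift at 8 dpf was 2.77 on the log2 scale, on TPM.

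The correction for GC content and all alternatives for gene sets were not run, since no sequences or gene symbols were at hand. The replicate block was not run because each condition has 1 library. The depth limits genes with few counts, as 3 counts, taken as the detection limit, correspond to 0.3573 to 0.5179 CPM.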

Other observations

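The fit of the average difference over the 3 ages found 0 genes, and 10 of the 10 splits of the 6 libraries into 3 and 3 gave at least as many, which any split does when the number is 0. With 3 libraries against 3 the share cannot fall below 1 in 10. Genes with at least 20 counts in all 3 libraries of one genotype and at most 1 count in all 3 of the other numbered 0, and all 10 splits gave as many or more. By these limits the counts hold no gene that is on in one genotype and off in the other at every age.

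The 7 dpf differences followed the 8 dpf differences in smaller size, with a Spearman's rho of 0.345 across genes. A pool of 3 to 5 embryos could mix advanced and unaffected embryos, and the share of advanced embryos needed would then be alike for raised and lowered genes. This was tested on genes with at least 20 counts in the siblings of 7 and 8 dpf and at least a 4-fold change at 8 dpf, with the prediction written before the test. The median share was 0.0751 from 300 raised genes and 0.351 from 941 lowered genes, a ratio of 0.2139, outside the 1.5 times set for a mixture. The quartiles were 0.00295 to 0.231 for raised genes and 0.119 to 0.538 for lowered genes, so the shares spread widely within each set. On the log2 scale the median 7 dpf change was 0.17 of the 8 dpf change for raised genes and 0.176 for lowered genes, a ratio of 0.9644. The latter prediction was written after its values had been seen. An earlier stage of the same change in all embryos of the 7 dpf pool is therefore a candidate explanation, as a hypothesis, and sequencing of single embryos would separate it from a mixture. Raised genes that are induced late even in advanced embryos would also lower their share, which was not tested.

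ENSDARG00000101473, among the 5 genes raised most at 8 dpf, had 0 counts in the 8 dpf sibling and at least 65 in the other 5 libraries. The size of its rise therefore rests on the sibling. The mutant was above the sibling at the other ages too, with log2 fold changes of 0.504 at 6 dpf and 0.964 at 7 dpf. The prediction for haplotypes that differ between the small pools of embryos was written before the test. The 8 dpf sibling lacked 2 genes (at most 1 count) that the other 5 libraries had at 20 counts or more, and the 6 and 7 dpf libraries lacked between 0 and 3. The 2 genes include ENSDARG00000101473, which prompted the test, so their number partly restates that observation. Single pools may thus lack a few genes at any age, and the size of the 8 dpf value for ENSDARG00000101473 may not reflect the mutation. The 8 dpf mutant lacked 20 such genes, and 15 genes had at least 20 counts there and at most 1 in each of the other 5 libraries. Strain variants against the reference and shared reads between gene copies could not be tested for these genes.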
